# Analysis of Notch Signaling-Dependent Gene Expression in Developing Airways Reveals Diversity of Clara Cells

**DOI:** 10.1371/journal.pone.0088848

**Published:** 2014-02-21

**Authors:** Arjun Guha, Michelle Vasconcelos, Rui Zhao, Adam C. Gower, Jayaraj Rajagopal, Wellington V. Cardoso

## Abstract

Clara cells (CCs) are a morphologically and operationally heterogeneous population of Secretoglobin Scgb1a1-expressing secretory cells that are crucial for airway homeostasis and post-injury repair. Analysis of the extent and origin of CC diversity are limited by knowledge of genes expressed in these cells and their precursors. To identify novel putative markers of CCs and explore the origins of CC diversity, we characterized global changes in gene expression in embryonic lungs in which CCs do not form due to conditional disruption of Notch signaling (Rbpjk^CNULL^). Microarray profiling, Real Time PCR (qRT-PCR), and RNA *in situ* hybridization (ISH) identified eleven genes downregulated in the E18.5 airways of Rbpjk^cnull^ compared to controls, nearly half not previously known to mark CCs. ISH revealed that several genes had overlapping but distinct domains of expression of in the normal developing lung (E18.5). Notably, *Reg3g*, *Chad*, *Gabrp* and *Lrrc26* were enriched in proximal airways, *Hp* in the distal airways and *Upk3a* in clusters of cells surrounding Neuroepithelial Bodies (NEBs). Seven of the eleven genes, including *Reg3g*, *Hp*, and *Upk3a*, were expressed in the adult lung in CCs in a pattern similar to that observed in the developing airways. qRT-PCR-based analysis of gene expression of CCs isolated from different airway regions of B1-EGFP reporter mice corroborated the spatial enrichment in gene expression observed by ISH. Our study identifies candidate markers for CC-precursors and CCs and supports the idea that the diversification of the CC phenotype occurs already during embryonic development.

## Introduction

Secretory cells are among the most abundant cell type in the mammalian airways. These cells produce a variety of secretory products, including mucus, that are key regulators of the airway inflammation and homeostasis [1]. Secretory cells are also known to be heterogeneous in their morphology, molecular composition and responses to environmental challenge. This heterogeneity is observed across species and correlates with position of cells along the proximal-distal (P-D) axis of the airway epithelium [1], [2]. Secretoglobin Scgb1a1, the most extensively characterized marker for airway secretory cells, labels a subpopulation of secretory cells in distal airways of the human lung (also called Clara cells, CCs). Scgb1a1 is also expressed in secretory cells in the mouse lung but, unlike in humans, Scgb1a1^+^ secretory cells in mice (hereafter referred to as CCs) are the predominant secretory cell type in this species. In this study, we focus on the development and diversification of CCs in the mouse lung.

Several studies have demonstrated differences among CCs in the murine airways. In response to acute or chronic inflammatory stimuli, only CCs in the proximal airways undergo a rapid transformation to mucus-producing goblet cells [3], [4]. The transcription factor SP-DEF (SAM pointed domain-containing Ets transcription factor) has been shown to have an essential role in the conversion of CCs to goblet cells. Importantly, when SP-DEF was expressed in all CCs under the control of Scgb1a1 promoter, it induced rapid transformation of only proximal CCs into goblet cells [4]. This demonstrates intrinsic differences in proximal and distal airway CCs. Apart from a role in airway inflammation; CCs serve as airway progenitors that contribute to homeostasis and post-injury repair. Studies on lung injury-repair have also indicated that CCs are a genetically heterogeneous population. Lineage-tracing experiments that have examined the contribution of CCs to airway renewal during homeostasis show that tracheal CCs are like transit-amplifying cells that do not self-renew extensively, whereas bronchial and bronchiolar CCs are long-term progenitors that both self-renew and generate ciliated cells [5]. Certain CCs associated with Neuroepithelial Bodies (NEBs) and located near Bronchioalveolar Duct Junctions (BADJs) invariably survive Naphthalene-induced CC ablation (Nap) [2], [6], [7].

It has been proposed that the observed differences among CCs in the adult lung have a developmental basis [8]. A study that examined the distribution of different members of the Secretoglobin family (Scgb1a1, Scgb3a2, and Scgb1a1) found that these gene products have distinct spatial distributions in the adult lung. While the expression of the Secretoglobins Scgb1a1 and Scgb3a2 was widespread, expression of Scgb3a1 was enriched in the proximal airways. Importantly, these differences in the expression patterns of the three Secretoglobins were evident from late stages in embryonic development [8].

Notch signaling has an essential role in specification of CCs during lung development [9], [10], [11], [12]. Lineage analysis has shown that airway progenitors that activate Notch signaling during development adopt a CC fate [10]. Sonic Hedgehog (*Shh*)-cre dependent ablation of Rbpjk, the transcription factor essential for canonical Notch signaling (hereafter Rbpjk^CNULL^) lack CCs and have supernumerary ciliated and neuroendocrine cells [9], [10].

In spite of the overwhelming evidence for functional heterogeneity of CCs, little is known about the molecular markers that distinguish CC subpopulations and the origins of this diversity. In this study, we utilize Rbpjk^CNULL^ lungs from embryos at E18.5 to screen for novel genes expressed in differentiating CCs. Since CCs are not specified in Rbpjk^CNULL^ and are the only cell type affected in this manner, we reasoned that genes expressed in differentiating CCs would be downregulated in these mutant lungs and expressed in adult CCs. Using a combination of microarray profiling, quantitative RT-PCR and ISH we found a number of genes not previously known to label CCs. Our study sheds light on the spatiotemporal regulation of CC differentiation and diversification in the developing lung and identifies potential markers for distinct subpopulations of CCs along the P-D axis of the respiratory tract.

## Results

### Transcriptional Profiling of E18.5 Lungs from Notch-deficient Rbpjk^CNULL^ Mice Identifies Genes Enriched in CCs

There is currently limited knowledge of the markers that can be used to investigate the program of differentiation and diversification of the airway epithelium in the developing trachea and lung. This is particularly true for CCs, the most abundant and functionally diverse secretory cells of the murine lung. Cells expressing Scgb1a1, the definitive marker for CCs, can be detected throughout the developing airways at E18.5. At this stage, although already expressing Scgb1a1, CCs are still developing and are known to maturate only postnatally [5], [13]. Developing airways devoid of Notch signaling (Rbpjk^CNULL^) lack all Scgb1a1^+^ cells at this stage [9], [10]. Thus, to identify novel genes expressed in CC-precursors and CCs we compared the transcriptional profiles of lungs from control and Notch-signaling deficient Rbpjk^CNULL^ mice at E18.5. 

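Gene expression was profiled in whole lungs of control and Rbpjk CNULL mice at E18.5, with 3 lungs per condition and 1 Affymetrix array per lung. In Rbpjk CNULL mice, Rbpj, the transcription factor through which all Notch receptors signal, is ablated in the airway epithelium. The sample labels of the control lungs name both a wildtype and an Shh-cre heterozygous genotype, so they are called controls here. The authors normalized the arrays by RMA, which subtracts background, aligns the arrays by quantiles and gives each Entrez Gene 1 expression value on the log2 scale. These values were used without further scaling. The 6 arrays had medians of 6.43 to 6.50 (log2), and correlations between arrays, taken across genes, ranged from 0.988 to 0.997. Their lower quartiles fell apart without regard to genotype. Control replicates 1 and 3 and Rbpjk CNULL replicate 1 had lower quartiles of 5.11, 5.08 and 5.03, and those of the other arrays lay between 4.87 and 4.89. All 21225 genes were compared between the conditions with limma, a linear model that shares the estimate of spread across genes, and p values were adjusted by the Benjamini-Hochberg method. Values are Rbpjk CNULL minus control, and the number of arrays limits their precision. Rbpj itself had log2 expression values of 6.45, 6.50 and 6.74 in the control lungs and of 6.26, 6.17 and 6.18 in the Rbpjk CNULL lungs. Its log2 fold change was -0.36 (standard error 0.09, adjusted p = 0.21 from limma), so it did not pass the test over all genes, although the groups did not overlap. These are values of whole lung, in which airway epithelium and all other cells are measured together. They also summarise probes over the whole gene, of which cre removes a part, so they do not measure how complete the ablation was. Xist, which is transcribed from the inactive X chromosome of females, had log2 values of 10.5, 10.7 and 4.91 in the control lungs and of 4.28, 4.13 and 4.21 in the Rbpjk CNULL lungs. The Y-linked genes Kdm5d, Eif2s3y and Uty were high in the 4 lungs with low Xist, so the conditions also differ in the sex of the embryos.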

Of the 21,225 unique mouse Entrez Gene IDs represented on the Affymetrix Mouse Gene 1.0 ST v1 arrays, eleven gene products were downregulated greater than two-fold in Rbpjk^CNULL^ lungs (p<0.05, Benjamini-Hochberg False Discovery Rate q<0.28). These genes were selected for further analysis as candidate markers for CC-precursors and CCs (Fig. 1). 

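The 3 transcripts that fell most in Rbpjk CNULL lungs encode secreted proteins. Scgb1a1, the secretoglobin that defines CCs, had a log2 expression value of 10.2 ± 0.44 (SD, n = 3 lungs) in controls and of 4.79 ± 0.97 (SD, n = 3) in Rbpjk CNULL, where it was 41.3-fold lower. Scgb3a2, another secretoglobin, went from 9.25 ± 0.03 to 5.30 ± 0.40 (SD, n = 3 each) and was 15.4-fold lower. Reg3g, an antibacterial lectin, went from 7.37 ± 0.72 to 4.07 ± 0.39 (SD, n = 3 each) and was 9.84-fold lower. Cyp2f2, the cytochrome P450 that activates naphthalene in CCs, was 4.2-fold lower, with log2 values of 10.3 ± 0.07 and 8.21 ± 0.39 (SD, n = 3 each). The remaining 7 genes of Fig. 1 fell less. The keratin Krt15 was 3.41-fold lower, the cartilage matrix protein Chad 2.88-fold, the haemoglobin-binding protein Hp 2.48-fold and the carbonyl reductase Cbr2 2.44-fold. Lrrc26, which modulates potassium channels, was 2.25-fold lower, the uroplakin Upk3a 2.20-fold and the GABA receptor subunit Gabrp 2.19-fold. The background of single genes on these arrays is not known, and it may limit the folds of genes with low values in Rbpjk CNULL lungs, such as Scgb1a1 and Reg3g.
On the log2 scale the falls were -5.37 (standard error 0.45) for Scgb1a1, -3.95 (0.18) for Scgb3a2, -3.30 (0.35) for Reg3g and -2.07 (0.18) for Cyp2f2. They were -1.77 (0.09) for Krt15, -1.53 (0.11) for Chad, -1.31 (0.08) for Hp, -1.29 (0.16) for Cbr2, -1.17 (0.09) for Lrrc26, -1.14 (0.10) for Upk3a and -1.13 (0.16) for Gabrp. Adjusted p from limma ranged from 0.00075 (Scgb3a2 and Krt15) to 0.0184 (Gabrp). For each of the 11 genes every Rbpjk CNULL lung lay below every control lung (two-sided exact permutation test, p = 0.1, the smallest that 3 lungs against 3 allow). The study chose these genes on these arrays, so their direction is not independent evidence.
At the thresholds of the screen, limma gave 11 genes lower in Rbpjk CNULL lungs, which were the 11 genes of Fig. 1, and 77 genes higher. Of 38 measured markers of ciliated cells, 27 rose and none fell in the same lungs (32 higher and 1 lower when adjusted over the list alone, camera adjusted p = 1.13e-63 and 0.0112 with an estimated correlation). With the Xist level of each array as a covariate, an alternative chosen after seeing the data, all 11 genes were still lower, by -0.94 to -5.88 on the log2 scale, and passed limma at an unadjusted p under 0.05, but 0 of the 11 passed the adjusted test. From their downregulation in lungs that lack CCs, the paper reasons that the 11 genes are candidate markers of CC-precursors and CCs.

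**Figure D1:**
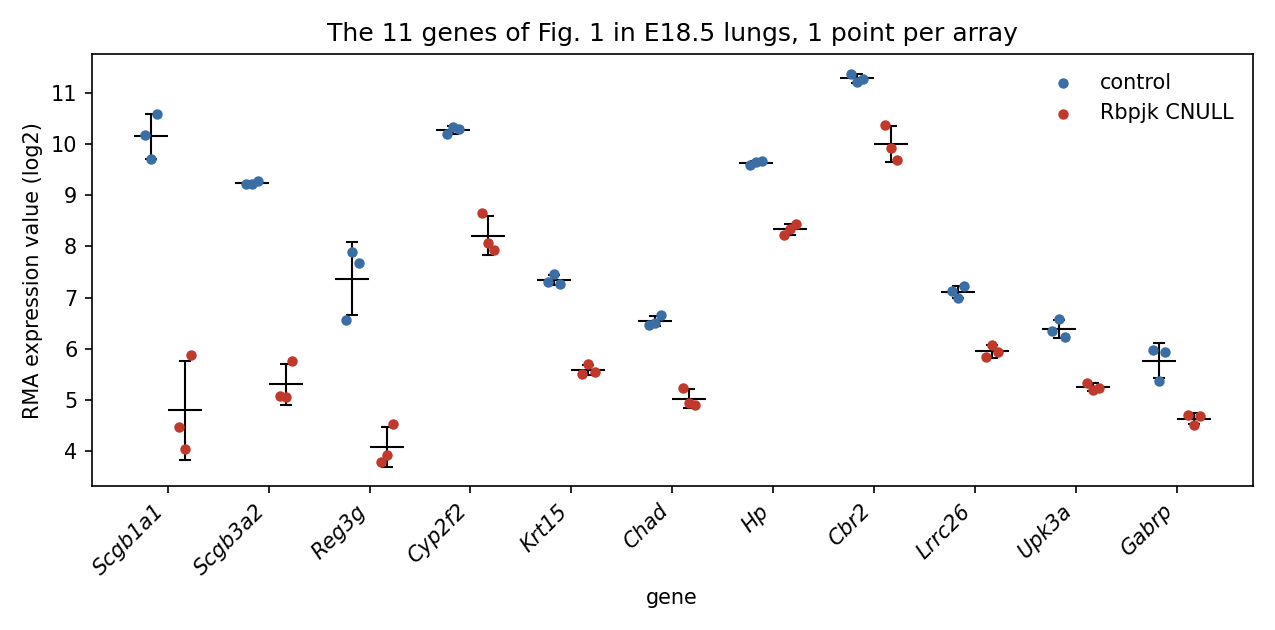
RMA expression values (log2, vertical axis) of the 11 genes of Fig. 1 (horizontal axis) in E18.5 lungs. Points are single arrays of control (blue) and Rbpjk CNULL (red) lungs, horizontal bars are means and error bars are SD (n = 3), and for each of the 11 genes every red point lies below every blue point.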

Quantitative real-time PCR (qRT-PCR)-based analysis of the expression of these eleven genes in lung homogenates from E18.5 confirmed that the differences observed by transcriptional profiling were indeed significant (n = 3 lungs per condition, Fig. 1).

**Figure 1:**
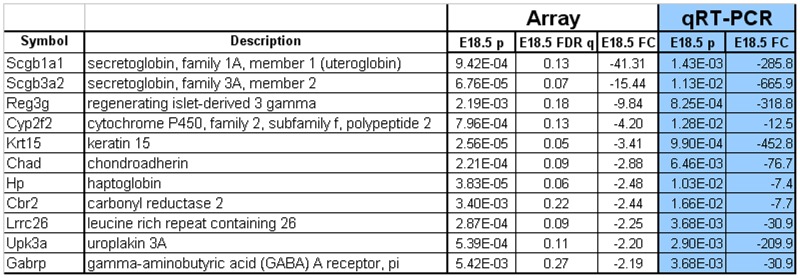
Microarray-based identification of mRNAs downregulated in Rbpjk^CNULL^ lungs at E18.5 and validation using qRT-PCR. Genes downregulated greater than two-fold (p-value <0.05 and FDR-q value <0.28) are shown here. FC = fold change; FDR-q = Benjamini-Hochberg False Discovery Rate. A total of n = 3 lungs per condition from control (CTRL) and *Shh* ^cre/+^; Rbp ^Flox/Flox^ (Rbpjk^CNULL^) were used for the respective analyses.

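The fold change, p and q printed in the figure were set beside values computed from the deposited arrays with the methods' t-test. All 11 fold changes and all 11 p match at 2 significant digits, and all 11 q match at 2 decimals. By that test the unadjusted p of the 11 genes ran from 2.56e-05 (Krt15) to 0.00542 (Gabrp), and the adjusted p from 0.0544 (Krt15) to 0.265 (Gabrp). None of the 11 genes passed it at an adjusted p under 0.05, while all 11 passed at an unadjusted p under 0.05 and all 11 passed limma's adjusted test. At the thresholds of the screen the methods' t-test gave the same 11 genes lower and 70 genes higher in Rbpjk CNULL lungs, and these 70 were among those that limma gave. Over all genes, it called 1769 at an unadjusted p under 0.05, against 1810 by limma. After adjustment it called 8 genes, all higher, and limma called 270, of which 246 were higher and 24 lower.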

Next we investigated the spatial distribution of these genes by ISH analysis of E18.5 control lungs. We found the expression of all eleven genes largely restricted to the airway epithelium (Fig. 2), except *Chad* (Chondroadherin), which was also present in precursors of the cartilage in the trachea and proximal airways (Fig. 2O–P, insets). ISH analysis of Rbpjk^CNULL^ showed that all eleven were downregulated in these lungs (Fig. 2). We noted that the expression of *Chad* in cartilage precursors was unaffected in Rbpjk^CNULL^ (Fig. 2P inset). Expression of seven of these eleven genes (*Scgb1a1, Scgb3a2*, *Reg3g*, *Chad, Lrrc26, Upk3a*, *Gabrp)* was abolished in the airway epithelium of E18.5 Rbpjk^CNULL^, suggesting that these genes likely label CCs or their precursors present in the trachea or lung at E18.5. The other four genes showed either an overall reduction (*Hp, Cbr2*) or a regional (*Cyp2f2*, *Krt15)* reduction in the ISH signals, suggesting that these genes were also expressed in other populations of cells, presumably precursors of non-secretory cells. Indeed double ISH/immunohistochemistry (IHC) of E18.5 lungs revealed colocalization of some of these genes (*Cbr2*, *Hp*, *Krt15*) with markers of ciliated or basal cells (data not shown).

**Figure 2:**
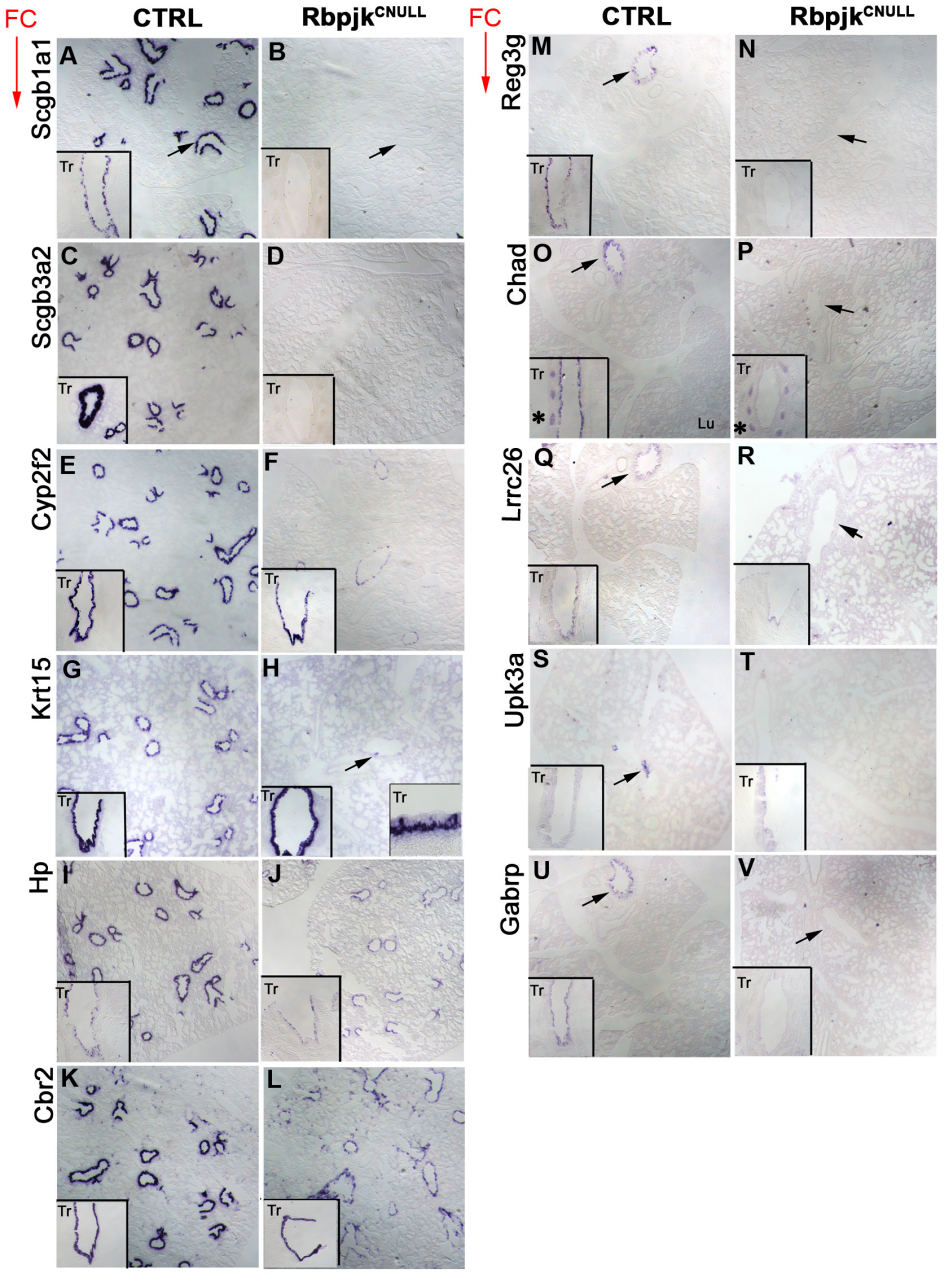
Expression patterns of the genes identified by transcriptional profiling. RNA *in situ* hybridization (ISH) analysis of the expression of candidate genes in in control and Rbpjk^CNULL^ lungs at E18.5. All genes were expressed in the airways in widespread (**A–K**) and localized (**M–U**) patterns and downregulated in the Rbpjk^CNULL^ lungs (**B–L**, **N–V**). *Chad* expression was detected in precursors of the cartilage (**O**, asterisk) and this expression was unaffected in Rbpjk^CNULL^ (**P**, asterisk). Arrows in the panels indicate comparable regions of the airways. Red arrows indicate that the panels have been vertically ordered with respect to Fold Change (FC) in gene expression reported by microarray profiling. ISH on CTRL and Rbpjk^CNULL^ sections was performed simultaneously and the staining was developed for the same period for time. Tr = Trachea, Lu = Lung.

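In both columns of panels the order of the genes follows their fold changes on the arrays. The order runs from Scgb1a1 through Scgb3a2, Cyp2f2, Krt15 and Hp to Cbr2 for the broadly expressed genes, and from Reg3g through Chad, Lrrc26 and Upk3a to Gabrp for the regionally restricted ones. Not every step of this order was larger than the spread between lungs. The fall of Scgb1a1 exceeded that of Scgb3a2 by a difference of -1.42 (standard error 0.41, log2), that of Scgb3a2 exceeded Cyp2f2 by -1.88 (0.41), and that of Reg3g exceeded Chad by -1.77 (0.50). Krt15 and Hp differed by -0.46 (0.09). Each of these 4 steps had a two-sided exact permutation p of 0.1, the smallest that 3 lungs against 3 allow. Hp and Cbr2 differed by -0.02 (0.27, exact p = 0.9), Lrrc26 and Upk3a by -0.03 (0.21, exact p = 0.9), and Upk3a and Gabrp by -0.01 (0.30, exact p = 1). Cyp2f2 and Krt15 differed by -0.30 (0.26, exact p = 0.4), and Chad and Lrrc26 by -0.36 (0.17, exact p = 0.2). When single arrays were left out, 2 of 6 fits kept the whole order. The 6 broadly expressed genes had a mean log2 fold change of -2.62 ± 1.66 (SD across genes) and the 5 regionally restricted genes one of -1.65 ± 0.93. The difference of -0.97 did not hold up against the spread across genes (two-sided exact permutation test over 462 splits of the genes, p = 0.268), which are not independent replicates. Nor does it rank dependence on Notch. Reg3g, Chad, Upk3a and Gabrp lay below the median of gene means, where background may limit folds. The lungs were dissected at or distal to the carina, without the trachea. By the paper's ISH the 5 restricted genes were abolished in the airway epithelium, while Cyp2f2, Krt15, Hp and Cbr2 were reduced.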

The most striking finding of the ISH analysis at E18.5 was the identification of two general patterns of gene expression. One group of genes, represented by *Scgb1a1, Scgb3a2, Cyp2f2*, *Krt15, Hp, and Cbr2,* showed a broad domain of mRNA expression extending from the trachea to the terminal bronchiole (Fig. 2.G–L). Subtle differences in proximal-distal (P–D) transcript distribution are expected since the proportion of CCs in the distal airways is known to be higher. The density of Scgb1a1 staining in the proximal airways is less than in the distal airways (compare Fig. 2A (inset) and Fig. 2A). Among the other genes that were broadly expressed, *Cyp2f2, Krt15*, and *Cbr2* transcripts were evenly expressed throughout the epithelium, *Scgb3a2* was expressed at higher levels in the proximal airways (Fig. 2C, inset) and *Hp* was expressed at lower levels in proximal airways (Fig. 2I, inset). Two-color fluorescence- ISH for *Scgb1a1* and *Scgb3a2* indicated that some *Scgb3a2*-expressing cells in the proximal airways expressed low to negligible levels of *Scgb1a1* at this stage (not shown).

The second group of genes, represented by *Reg3g*, *Chad*, *Lrrc26*, *Upk3a*, and *Gabrp,* showed restricted regional or local expression patterns (Fig. 2M–V). Among these *Reg3g*, *Chad, Gabrp* and, *Lrrc26* transcripts were detected in proximal epithelial cells in the trachea and extrapulmonary airways, but not in the intrapulmonary airways. *Upk3a* expression was observed in highly localized clusters of cells in the intrapulmonary airways (Fig. 2S, T). We have shown previously that these clusters of Upk3a-expression are associated with presumptive Neuroepithelial Bodies (NEBs) in the intrapulmonary airways [12].

The distinct distribution of these genes in E18.5 controls and their downregulation in Rbpjk^CNULL^ strongly suggested that at this stage they label subpopulations of CCs or precursors.

### Several Genes Downregulated in Rbpjk^CNULL^ at E18.5 Mark CCs in the Adult Lung

Among the eleven genes differentially expressed in E18.5 control and Rbpjk^CNULL^, at least three *(*Scgb1a1, Scgb3a2, Cyp2f2) have been well reported to label adult CCs [1], [6], [8]. We examined whether the other nine genes revealed by our approach were only transiently expressed in the E18.5 CCs or could recognize the mature CCs in the adult. To address this issue we performed double ISH-IHC in the sections of the adult lung and trachea and examined if cells expressing the transcript of interest also expressed Scgb1a1. Figure 3A–F shows the extensive overlap of *Scgb1a1, Scgb3a2 or Cyp2f2* mRNA with the Scgb1a1 IHC signals confirming that the cells expressing these transcripts are indeed CCs. Co-labeling with Scgb1a1 was also observed in the majority of cells expressing *Reg3g*, *Cbr2, and Hp*. The presence of cells single-labeled for *Cbr2,* and to a far lesser extent either *Hp* or *Reg3g* (Fig. 3H, L, asterisks), suggested that these genes are also expressed in other cell types of the adult lung. This was in agreement with the residual expression of *Cbr2* and *Hp* in the airway epithelium of E18.5 Rbpjk^CNULL^ (Fig. 2 J, L).

**Figure 3:**
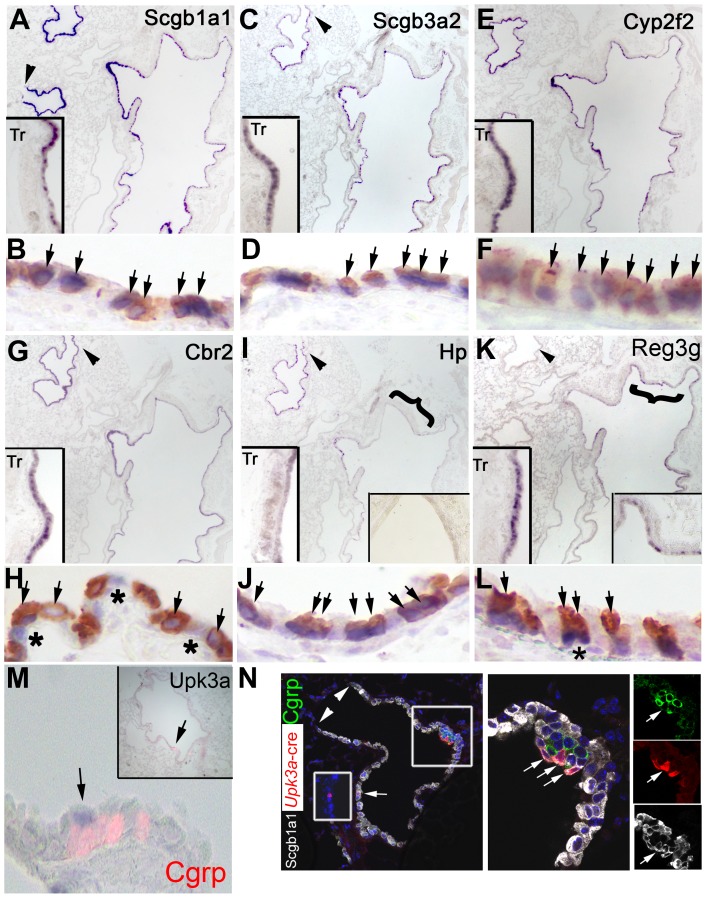
Several genes downregulated in Rbpjk^CNULL^ at E18.5 are expressed in adult CCs. **(A–H)** Transcripts that were broadly expressed from trachea to terminal bronchiole (arrowhead) in cells that expressed Scgb1a1 (B, D, F, H, arrows, brown = Scgb1a1 protein). *Cbr2* was expressed along the entire airway both, in cells that express Scgb1a1 (H, arrows) and others (H, asterisks). (**I–N**) Transcripts that were expressed in restricted patterns in the airways in cells that expressed Scgb1a1. *Hp* expression was negligible in the trachea (**I**, left inset) and mainstem bronchi (bracketed region shown at higher resolution in right inset) but high in the terminal bronchiole (**I,** arrowhead). *Hp* expressing cells in the intrapulmonary airways co-expressed Scgb1a1 (**J**, arrows). *Reg3g* expression detected in the trachea (**K**, left inset) and mainstem bronchi (bracketed region shown at higher resolution in right inset) but not in the terminal bronchiole (**K**, arrowhead). Many *Reg3g* expressing cells in the proximal airways co-localized with Scgb1a1 and a few cells did not (**L,** asterisk). Upk3a expressing cells were rare (**M**, arrow) and only detected in the vicinity of NEBs (Cgrp, red). (**N**) *Upk3a*-creER expressing cells were distributed throughout the intrapulmonary airways (arrowheads mark the bronchioalveolar duct junction). *Upk3a*-creER expressing cells in the adult lung (red, arrows) were clustered around NEBS (green) and expressed Scgb1a1 (white).

Expression of *Krt15*, *Chad, Lrrc26* and *Gabrp* in the adult lung, was undetectable by ISH compared to E18.5, suggesting that these genes may be expressed at higher levels in immature than mature CCs (not shown). *Upk3a*-expression was detected in rare cells associated with NEBs of the adult lung (Fig. 3M). Since NEBs are surrounded by CCs, the location of the Upk3a-expressing cells suggested that these cells are CCs and we expected them to express Scgb1a1. To investigate this we used an inducible *Upk3a*-creER knock-in transgenic strain to activate expression of reporter gene in *Upk3a-*expressing cells [12]. Double labeling for the reporter (Td-Tomato) and Scgb1a1 in the adult lung showed that the majority of the Td-Tomato^+^ cells were also Scgb1a1^+^ (Fig. 3N).

### CC Ablation Assay and Analysis of CC Reporter Mouse Confirm the Distribution of these Genes in Regionally Distinct CC Populations

Next, we reasoned that if the eleven genes identified in our screen are expressed in adult CCs, their expression would be profoundly altered when the integrity of CCs was compromised. To look into this issue we used a functional assay in which CCs were selectively ablated by Naphthalene (Nap) injury. Intraperitoneal administration of Nap in adult mice is known to lead to exfoliation of the vast majority of CCs as a function of their ability to selectively metabolize this cytotoxicant, resulting in cell death within the initial two days [14], [15]. To examine the expression of the candidate CC markers in Nap-treated lungs, adult mice were injected with corn oil (control) or Nap (300 mg/Kg body weight dissolved in corn oil), and total RNA was isolated from lung homogenates at 50–52 h (n = 3 lungs per condition). qRT-PCR analysis of the eleven genes in Nap-treated mice showed a significant decrease in expression relative to control for nearly all the genes studied (p<0.05, Fig. 4A). We noted that Reg3g expression was significantly downregulated post Nap (Fig. 4A, B–C) but Hp (p = 0.057) and UpK3a (p = 0.05) were not. We hypothesize that these genes are expressed in cells other than CCs post-Nap (Hp, Fig. 4D–G), or are expressed in CCs that escape Nap-dependent ablation (Upk3a). The location of Upk3a-expressing cells is consistent with this hypothesis. Three gene products not detected by ISH in the adult lung were found to be down-regulated post Nap based on qRT-PCR analysis (Chad, Gabrp, and Lrrc26). It is possible that these genes are expressed at low levels in the CCs in adults. Krt15 was the only gene that was both undetected in the adult airways (ISH) and unaffected by Nap.

**Figure 4:**
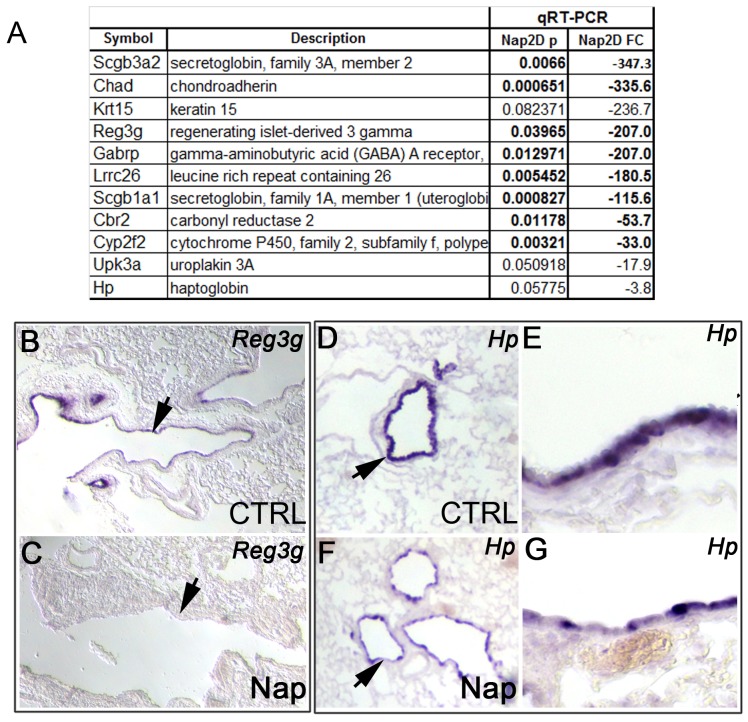
Impact of Naphthalene injury on the expression of genes identified by transcriptional profiling. **(A)** qRT-PCR analysis of gene expression in mock-treated (corn oil, CTRL) and Naphthalene-treated (Nap) lungs 2 day post-injection (n = 3 lungs per condition). (**B–G**) ISH for Reg3g (**B–C**) and Hp (**D–G** in CTRL (**B**, **D–E** and Nap-treated lungs (**F–G** respectively. **E**, **G** are higher magnification images of airways shown in **D**, **F** respectively.

Our ISH/IHC studies in the adult lung have shown that *Reg3g*, *Hp*, *Upk3a* expression is enriched in distinct CC subpopulations (Fig. 3). To corroborate these findings, we isolated and analyzed CCs from two distinct regions of the respiratory tract: trachea/extrapulmonary airways and intrapulmonary airways. For flow cytometry-based sorting of CCs from these regions we utilized adult B1-EGFP reporter mice. These mice carry an enhanced Green Fluorescent Protein (EGFP) transgene under the control of the promoter of the B1 subunit of the Vacuolar ATPase. The B1-EGFP mice express EGFP selectively in CCs and have been used for *in vivo* imaging and isolation of CCs [16]. Flow cytometry-based sorting followed by IHC analysis of cytospins showed that >90% and >80% of the cells from the respective pools expressed Scgb1a1 (Fig. 5A). IHC analysis also showed that ∼5% of the cells expressed the ciliated cell marker Foxj1 but none expressed the basal cell marker Trp63 (not shown). Based on this analysis we inferred that the sorted cell populations from trachea and intrapulmonary airways are highly enriched for CCs representative of these regions. qRT-PCR analysis of CCs confirmed that *Reg3g* was enriched in the extrapulmonary CCs, while *Hp* and *Upk3a* were enriched in the intrapulmonary CCs (Fig. 5B). This was consistent with the ISH studies in the adult lung.

We found that levels of *Krt15*, *Reg3g*, *Cyp2f2*, *Lrrc26*, *Gabrp*, *Scgb3a2*, and *Cbr2* were higher in tracheal and extrapulmonary CCs, while *Scgb1a1*, *Upk3a*, *Hp* were higher in the intrapulmonary CC population. This analysis also suggested that the expression characteristics of Chad and Krt15 were different in the embryonic and adult lung. *Chad* expression in the adult did not exhibit the proximal enrichment found in the embryonic lung. It is possible that pattern of *Chad* expression in the embryonic lung is not maintained in the adult lung or that the B1-EGFP transgene may not efficiently label a population of Chad-expressing CCs of the adult lung. The identity of the Krt15-expressing cells in the proximal airways will require further analysis.

**Figure 5:**
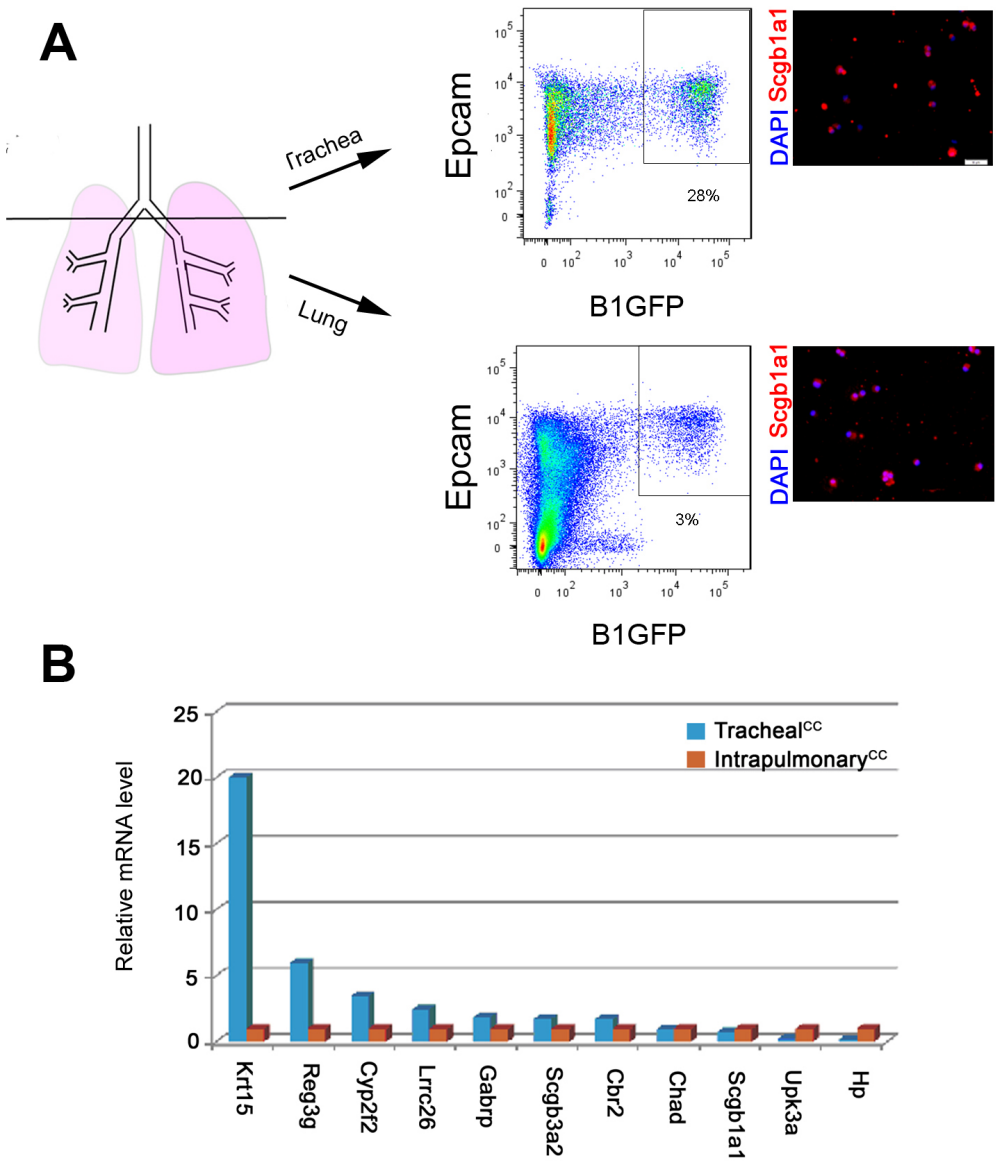
Comparison of gene expression in CCs derived from proximal (trachea) and distal (intrapulmonary) airways of B1-EGFP mice. **(A)** Isolation and characterization of B1-EGFP expressing (GFP^High^) epithelial (Epcam^+^) cells from the trachea and intrapulmonary airways. Dot plots (central panels) and IHC of cytospins (right panels) showing that the isolated cells from the respective pools expressed Scbg1a1. **(B)** qRT-PCR-based analysis of the relative expression of eleven genes in tracheal and intrapulmonary GFP^High^ Epcam^+^ cells.

### Stage-dependent Differences in Gene Expression during Early Airway Differentiation

Next we asked whether the eleven genes selectively enriched in E18.5 CCs by our screen could recognize cells that are already committed to but not yet fully differentiated into the CC phenotype. It is still unclear when precisely the airways progenitors commit to the CC fate during lung development. At E14.5, prior to the onset of Scgb1a1 expression, at least two of the eleven genes found in our screen (*Scgb3a2, Upk3a*) have been described in the developing airway epithelium [9], [12]. This encouraged us to use E14.5 Rbpjk^CNULL^ and WT to investigate whether our genes could be potential markers of CC precursors at this stage. qRT-PCR analysis of E14.5 lungs confirmed that *Scgb3a2 and Upk3a* were indeed differentially downregulated in Rbpjk^CNULL^ lungs (Fig. 6A, p = 0.002 and p = 0.006 respectively). However, the expression the remaining nine genes were not downregulated in the mutants. To further investigate the pattern of expression of these genes at E14.5 we performed ISH in lung sections of control and Rbpjk^CNULL^ mutants. Interestingly, Cyp2f2, Cbr2, Krt15 could be detected unambiguously in the tracheal and proximal lung epithelium of E14.5 control and Rbpjk^CNULL^ lungs, suggesting that, at least at this stage, expression of these genes was not dependent on Notch signaling (Fig. 6B). Whether cells expressing these genes in Rbpjk^CNULL^ are precursors of secretory or non-secretory lineages is currently unclear. The distinct expression pattern of Scgb3a2 and Upk3a in E14.5 lungs suggests that the process of CC diversification occurs already at this stage in CCs precursors.

**Figure 6:**
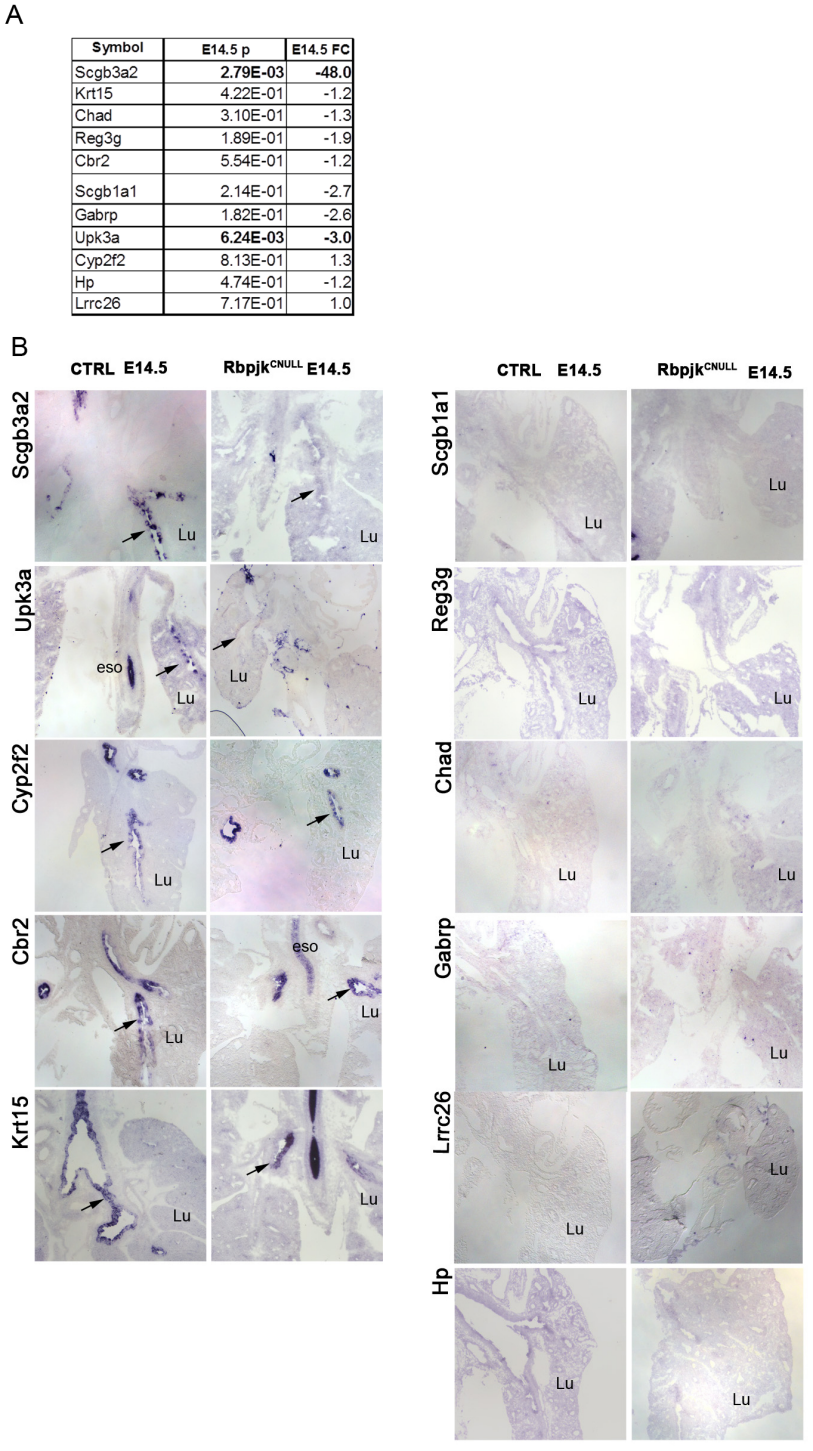
Expression patterns of the genes identified by transcriptional profiling at E14.5. **(A)** qRT-PCR analysis of gene expression in CTRL and Rbpjk^CNULL^ lungs from E14.5 **(B)** ISH showing expression of the eleven genes in lungs from control and Rbpjk^CNULL^ at E14.5. Genes expressed at E14.5 shown in left panel.

## Discussion

In this study we have utilized a combination of gene array profiling, qRT-PCR and ISH-based analyses of genetic and injury models to identify candidate markers of CC precursors and CCs (summarized in Fig. 7). Profiling of Rbpjk^CNULL^, Notch signaling-deficient lungs in which CCs do not form, has identified several airway genes that are expressed in CC-precursors and CCs in the embryonic and adult lung. Most of these genes are downregulated in lungs in which CCs were ablated by Nap injury. 

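Beyond the genes of Fig. 1, markers of CCs and other airway secretory cells had smaller changes, in both directions. Of 31 measured markers of this list, 4 fell, 1 rose and 26 did not pass limma (11 lower and 2 higher when adjusted over the list alone). Scgb3a1, a secretoglobin of the proximal airways, fell by 0.69 on the log2 scale (standard error 0.09, 1.61-fold lower, adjusted p = 0.0111). Lypd2 fell by 0.64 (0.09, adjusted p = 0.0181) and the glutathione transferase Gsta3 by 0.56 (0.07, adjusted p = 0.0093). The secreted mucin Muc5b, named after its values were seen, fell by 0.54 (0.08, adjusted p = 0.0241). The cytochrome P450 Cyp2s1 went the other way and rose by 0.95 (0.08, 1.94-fold higher, adjusted p = 0.00259). Under other settings the call held in 13 of 18 for Scgb3a1, 12 of 19 for Lypd2, 13 of 18 for Gsta3 and 17 of 19 for Cyp2s1, always in the same direction. Several other genes of this list that the paper names did not pass. The claudin Cldn10 had a log2 fold change of -0.46 (0.10, adjusted p = 0.108), the aldehyde oxidase Aox3 one of -0.46 (0.21, adjusted p = 0.623), and the paraoxonase Pon1 one of 0.68 (0.27, adjusted p = 0.543). Muc5ac, the mucin of goblet cells, had -0.27 (0.08, adjusted p = 0.369) and Spdef, a transcription factor of goblet cells, -0.14 (0.09, adjusted p = 0.733). The median log2 fold change of the list was -0.17 (camera adjusted p = 0.00285, and adjusted p = 0.759 with an estimated correlation). With the lower quartile of each array as a covariate, an alternative chosen after seeing the data, the median was -0.11 (camera adjusted p = 0.228).

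**Figure D2:**
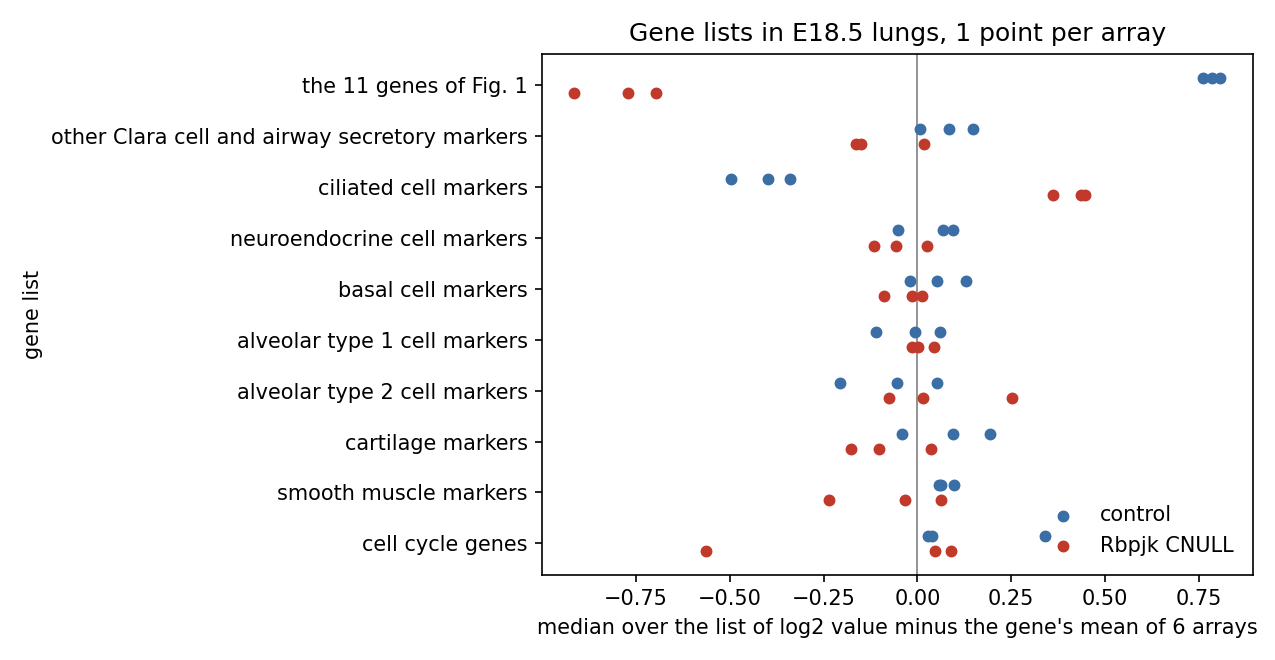
Median over each gene list (vertical axis) of the log2 expression value minus the gene's mean over 6 arrays (horizontal axis). Points are single arrays of control (blue) and Rbpjk CNULL (red) lungs, and the conditions stand apart for the 11 genes of Fig. 1, lower in Rbpjk CNULL, and for ciliated cell markers, higher in Rbpjk CNULL.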

Interestingly, several genes showed regionally restricted or localized patterns of expression that were similar in the developing and mature lung suggesting that they can be used to identify regionally distinct populations of CC throughout the P-D axis of the respiratory tract.

**Figure 7:**
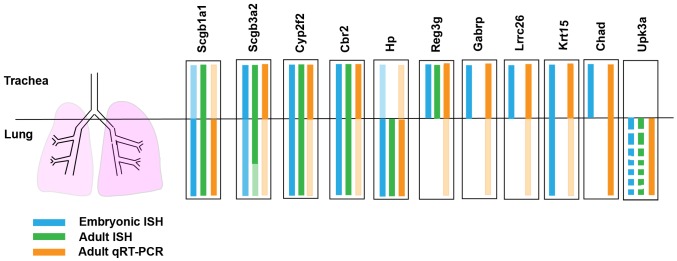
Summary of gene expression patterns in embryonic and adult lung. Cartoon summarizing the domains of expressions of the genes identified in Fig. 1 in the embryonic (E18.5) and adult lung based on ISH (blue, green) and qRT-PCR (orange) analysis.

A transcriptional profiling study of CCs reported by Zemke and colleagues [17], a study that examined adult lungs post CC ablation, also identified *Scgb3a2*, *Scgb1a1*, *Cyp2f2*, *Gabrp* as CC markers but majority of the genes identified in this study did not overlap with ours (see Supplementary Fig. 1). There could be several reasons for this. Our microarray analysis differs from the above as it used a different type of microarray and was performed in the E18.5 lung instead of the mature and injured lung. Several genes identified by Zemke *et al* were not represented in our arrays (Supplementary Fig. 1). Conversely, genes such as *Upk3a* and *Chad* identified in this study were not represented in the arrays utilized by Zemke *et al* (B. Stripp, B. Brockway, personal communication). It has been reported that the onset of expression of several genes expressed in CCs occurs only after birth [13], [17].

There is accumulated evidence of major functional differences among CCs, depending on their P-D distribution or association with specific microenvironments in the lung [3], [4], [6], [18]. Our study supports the idea that the diversification of the CC phenotype already arises during embryonic development and identifies candidate markers that can be used to investigate this process. Regional differences in the CC phenotype are likely to arise from the combinatorial expression of multiple genes at different levels. We found that genes such as, *Scgb3a2*, *Cyp2f2, Cbr2* expressed throughout the airways (like *Scgb1a1),* do not facilitate distinction of proximal from distal CCs. By contrast, five of the eleven genes we identified here overlapped with Scgb1a1 but instead of having a Scgb1a1-like widespread expression pattern, showed revealing regional patterns. Transcripts of these genes were detected in proximal (*Reg3g*, *Chad*, *Gabrp*, *Lrrc26*), distal (*Hp*), and NEB-associated (*Upk3a*) subpopulations of CCs. Most of these genes have not been previously demonstrated to mark both the developing and the mature CCs and with distinct P-D patterns of transcript distribution.

Genetic studies have shown that the Notch signaling pathway is essential for the specification for CCs. Here we describe genes that are expressed from early stages but only dependent on Notch for their expression at late stages (*Cyp2f2*) and genes that are dependent on Notch but expressed in non-overlapping spatial domains (*Reg3g* vs. *Upk3a*). We have reported previously that disruption of Notch signaling in Rbpjk^CNULL^ mice results in a reduction in the expression of the transcription factor Sox2 throughout the airway epithelium at E18.5 (6). However, at E14.5, Sox2 expression in mutant animals is indistinguishable from controls (6). This time-dependent behavior is consistent with what we observed for *Cyp2f2*, *Cbr2*, *Hp*, and *Krt15*. The data suggest that other pathways must act in concert with Notch to regulate CC differentiation and diversification. It is also plausible that the distinct spatial patterns of Notch-dependent gene expression along the P-D axis are related to the different progenitors in distinct airway segments or microenvironments [19]. Future studies will explore this issue.

Mice expressing a constitutively activated form of Notch (NICD1) in the developing epithelium express Muc5AC and undergo mucus metaplasia. Interestingly, the competence to induce genes such as Muc5AC and undergo mucus metaplasia is acquired only by cells in the proximal airway epithelium, and that too, only later in development [11], [12] (A.G., W.V.C. unpublished observations). Several genes identified in this screen are enriched in the proximal airways (*Reg3g, Chad, Gabrp, and Lrrc26*) at late developmental stage. Whether the mechanisms that regulate the onset of expression of genes from proximal airway Clara precursors also regulate the competence for mucus metaplasia will be important to investigate.

## Materials and Methods

All animal work reported here has been conducted in accordance with the necessary guidelines approved by the Institutional Animal Use and Care Committee (IACUC) at Boston University. The IACUC at Boston University specifically approved this study. Any procedure that could conceivably cause distress to the animals employed peri-procedure anesthesia with isofluorane gas (Baxter Healthcare Corp.) delivered by an anesthetic vaporizing machine in our animal facility. In addition, all animals were monitored for signs of distress and euthanized if in distress. Euthanasia was performed by CO_2_ inhalation followed by cardiac puncture per guidelines at Boston University.

### Mouse Models

Rbpjk^CNULL^ lungs were generated by the airway-specific ablation of Rbp-jk using methods that have been described previously (6, 7). *Upk3a*-creERT2 and *Rosa26*-LSL-Td-Tomato mice were obtained commercially (Jackson Laboratory). For labeling Upk3a-expressing cells, Upk3a^cre/+^; Rosa^Td-tomato/+^ heterozygotes (6–8 weeks of age) were injected with Tamoxifen (Sigma, 0.25 mg/gm body weight) on three consecutive days to activate the Cre recombinase. Animals were sacrificed 1 week after the last injection s. Naphthalene injury experiments were performed using established protocols [17]. Briefly, FVB/n mice aged 8–12 weeks (Charles River) were injected intraperitoneally with corn oil (vehicle) or Naphthalene dissolved in corn oil (300 mg/Kg) between 10 am-12 pm and sacrificed at 50–52 hr. Mice that express enhanced Green Fluorescent Protein (EGFP) under the control of the promoter of the B1 subunit of the Vacuolar ATPase (B1-EGFP, B6CBAF1/J background) have been described previously [16].

### RNA Isolation

All lungs were dissected at or distal to the carina at all stages examined. For analysis of developmental stages, whole lungs were used for RNA isolation. For analysis of adult lungs in control and Naphthalene-treated animals, the left lobe was used for RNA isolation. Total RNA from lungs of various stages and genotypes was isolated using Trizol (Invitrogen) and reverse-transcribed using oligo-dT primers provided in the Superscript III kit (Invitrogen).

### Microarray Analysis

For microarray profiling, total RNA from E18.5 lungs was submitted for labeling and hybridization (Mouse Gene 1.0 ST Whole Genome Array, Affymetrix) to the Boston University Microarray Core facility. Raw Affymetrix CEL files were normalized to produce gene-level expression values using the implementation of the Robust Multiarray Average (RMA) in the Affymetrix package included within in the Bioconductor software suite (version 2.10.0) and an Entrez Gene-specific probe set mapping from BrainArray (version 14.0.0). Differential gene expression was assessed with Student’s two-sample *t* test, assuming equal variance, using the multtest package (see below). All microarray analyses were performed using the R environment for statistical computing (version 2.12.0). The microarray data is available in the Gene Expression Omnibus (GEO, Series ID GSE52926).

### qRT-PCR Analysis

The methods used for Quantitative Real Time PCR have been published previously [12]. Briefly, the following primers were obtained from Applied Biosystems: Scgb3a2 (Mm005044412_m1), Upk3a (Mm01301754_m1), Cyp2f2 (Mm00484087_m1), Cbr2 (Mm01246806_g1), Hp(Mm1239994_g1), Krt15(Mm00492972_m1), Scgb1a1(Mm00442046_m1), Reg3g(Mm01181783_g1), Gabrp(Mm01193034_m1), Lrrc26(Mm00525100_g1), Chad(Mm483284_m1), Pon1 (Mm00599936_m1), Fmo3 (Mm01306345_m1), Aox3 (Mm00508163_m1), Cldn10 (Mm01226326_g1) and β-actin (control). PCR reactions were constituted with the Assays-on-Demand kit (Applied Biosystems), and the samples were analyzed on an ABI 7000 instrument (Applied Biosystems).

### RNA in situ Hybridization, Immunohistochemistry, and Imaging

Embryonic lungs were fixed overnight in 4% (wt/vol) Paraformaldehyde in PBS (4°C) and embedded in OCT using established protocols. Adults lungs were inflated with 4% (wt/vol) Paraformaldehyde in PBS, immersed in the same fixative overnight (4°C) prior and then embedded in paraffin using established protocols. All fixatives were prepared fresh. Frozen sections of 8–10 µm thickness and paraffin sections of 5–6 µm thickness were utilized for ISH studies. For ISH on sections from adult lungs, the section were subject to antigen retrieval (high pH, Vector Laboratories) prior to the hybridization as this dramatically improved sensitivity [20]. The T7-linked (antisense) and T3-linked (sense, control) gene-specific primers were utilized for PCR and riboprobe syntheses are listed in Table 1. The protocols for probe synthesis have been described previously (9). For double ISH/IHC, sections were processed for IHC directly after ISH. Goat anti-Scgb1a1 (Santa Cruz), Mouse anti-RFP (Abcam) and Rabbit anti-Cgrp (Sigma) were used to label CCs, Td-tomato-expressing and neuroepithelial cells respectively. All samples were imaged on a Nikon Labophot-2 microscope equipped with a Nikon Digital Sight DS-Ri1 CCD-camera or on a Zeiss LSM-710 metaconfocal laser-scanning microscope.

**Table 1:** 

	Forward Primer	Reverse Primer
**Scgb1a1**	5′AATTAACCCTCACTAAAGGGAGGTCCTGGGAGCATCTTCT 3′	5′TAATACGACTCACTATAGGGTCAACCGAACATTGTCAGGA 3′
**Scgb3a2**	5′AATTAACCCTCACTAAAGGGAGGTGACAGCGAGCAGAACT 3′	5′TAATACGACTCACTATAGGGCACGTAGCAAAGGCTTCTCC 3′
**Cyp2f2**	5′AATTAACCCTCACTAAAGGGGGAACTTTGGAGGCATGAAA 3′	5′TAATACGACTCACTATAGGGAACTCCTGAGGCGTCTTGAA 3′
**Cbr2**	5′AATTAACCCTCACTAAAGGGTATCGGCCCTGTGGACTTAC3′	5′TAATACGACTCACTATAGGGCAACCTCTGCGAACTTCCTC3′
**Hp**	5′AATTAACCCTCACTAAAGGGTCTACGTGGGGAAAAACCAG3′	5′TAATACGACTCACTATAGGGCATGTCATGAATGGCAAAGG3′
**Krt15**	5′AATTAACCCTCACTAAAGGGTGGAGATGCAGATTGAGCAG3′	5′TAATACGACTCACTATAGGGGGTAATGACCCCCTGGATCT3′
**Reg3g**	5′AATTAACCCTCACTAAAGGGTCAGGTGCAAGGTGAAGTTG3′	5′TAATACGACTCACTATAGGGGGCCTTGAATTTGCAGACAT3′
**Chad**	5′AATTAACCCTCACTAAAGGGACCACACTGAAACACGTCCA3′	5′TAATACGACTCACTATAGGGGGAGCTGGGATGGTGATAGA3′
**Gabrp**	5′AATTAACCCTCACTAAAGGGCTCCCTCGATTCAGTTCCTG3′	5′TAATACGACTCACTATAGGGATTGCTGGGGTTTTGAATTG3′
**Lrrc26**	5′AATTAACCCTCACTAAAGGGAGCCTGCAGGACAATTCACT3′	5′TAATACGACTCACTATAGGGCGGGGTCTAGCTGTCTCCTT3′
**Upk3a**	5′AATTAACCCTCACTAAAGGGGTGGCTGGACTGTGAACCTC 3′	5′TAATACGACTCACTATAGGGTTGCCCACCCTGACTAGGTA 3′

### Flow Cytometry and Cell Sorting

Tracheas and lungs from B1-GFP mice were separated, cut into pieces and then incubated in papain dissociation solution according to the manual (LK003153, Worthington Biochemical Corporation). Dissociated cells were then passed through a 40mm cell strainer in PBS containing 2% FBS. DAPI as a viability dye was added to a final concentration of 200ng/ml before sorting. Anti-mouse Epcam (eBioscience) was used to sort out specifically epithelial cells. GFP sorting was performed on FACS Aria and data was analyzed with FACS Diva (BD Biosciences). Cells were sorted directly into Trizol for RNA extraction.

## Supporting Information

Figure S1 **Comparison of genes identified in this study with genes identified by transcriptional profiling of adult lungs post CC ablation.** (**A**) Venn diagram showing genes downregulated in Rbpjk^CNULL^ lungs at E14.5 (qRT-PCR), E18.5 (microarray, qRT-PCR) and genes downregulated in the adult lung post Naphthalene (Nap) and Ganciclovir (CCSP HSV tk) mediated CC ablation, see text, [17]). Scgb3a2 (in grey) is the gene that most consistently recognizes the CC phenotype in lungs from E14.5 to adulthood. In addition to Scgb3a2, three other genes found at E18.5 overlap with those reported by profiling of the adult injured lung (purple).
(TIF)

How the deposited data were processed for this re-analysis (not part of the article)

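Whole lungs of 3 control and 3 Rbpjk CNULL mice at E18.5 were measured on Affymetrix Mouse Gene 1.0 ST arrays, 1 lung per array. The labels of the control lungs conflict on their genotype, wildtype in one field and Shh-cre heterozygous in another, and the paper calls them control. The authors amplified and labelled total RNA, normalized the arrays by RMA under R 2.12.0 and summarised probes by Entrez Gene. The deposited values are log2 values made by the authors with RMA (background correction, quantile normalization and median polish) and are not centred by gene. They were used as they stand, without a further filter or scaling. Of 21225 genes, 20239 had 1 symbol in the platform's table, 0 had several and 986 had none and were left unnamed. No gene was found under the symbol Calca, so no value is given for it. No genome build applies to these values, and no positions are given.

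Rbpjk CNULL and control lungs were compared with limma 3.58.1 under R 4.3.3, with lmFit and eBayes without trend and a prior of 3.48 degrees of freedom. Adjusted p is by Benjamini-Hochberg over all genes, and a gene is said to have risen or fallen only at an adjusted p under 0.05. The screen of the paper (over 2-fold, p under 0.05 and adjusted p under 0.28) was applied to limma and to the methods' t-test, in both directions. The 11 genes of Fig. 1 and the steps of their order in Fig. 2 were also compared between the groups of lungs with a two-sided exact permutation test, for which 0.1 is the smallest p. There were 32 gene lists of cell types and pathways, each with at least 3 members measured. Lists were tested with camera at a preset correlation of 0.01, adjusted over the lists. Camera with an estimated correlation and fry were alternatives. The 11 genes of Fig. 1 and their subdivision by Fig. 2 are lists that the study chose on these arrays. The regulators of ciliogenesis were set apart from other ciliated cell markers after the values were seen.

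The genes named are those the paper names, apart from 1 that is not reported here, the 10 highest and 10 lowest log2 fold changes among genes with an adjusted p under 0.05 and no overlap between groups, and up to 4 members of each list. The regulators of ciliogenesis, Muc5b, Fras1 and Kdm5d were named after their values were seen. For most lists of other tissues counts and medians are given, and a member is named where it passed over the list alone. The values printed in Fig. 1 had been seen when this rule was written. Lists, tests, the rule and most alternatives were set before the data were examined. The alternatives were the methods' t-test, limma with trend, robust eBayes or array weights, median centring, quantile and cyclic loess scaling, filters at the 25th percentile and the median of gene means, the replicate number as a block, leaving out each array, folds from arithmetic means and a 1.5-fold threshold. The Xist level as a covariate, the lower quartile of each array as a covariate and leaving out both arrays numbered 1 were chosen after seeing the data.

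The test was tried on simulated arrays, 3 against 3, with known changes. Limma recovered 58.2% of changes of 0.5 on the log2 scale, 100% of changes of 1 and 100% of changes of 2, with 16 false calls. The methods' t-test with adjustment recovered 1.49%, 38.8% and 90.9% of them, with 4 false calls. The simulated noise was independent for each gene and array. It lacked the structure of the arrays and the sex difference described here, so these rates may not hold for the real arrays. The number of arrays limits the precision of every value.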

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

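The tests of cell shares, dissection, sex, single arrays and the count of genes with an adjusted p under 0.05 in other splits were chosen after the results were seen, and the other splits for the screen counts and the ciliated median were set before. The paper reports the genes that were over 2-fold lower. In the opposite direction, which it does not report, 77 genes were over 2-fold higher in Rbpjk CNULL lungs at the thresholds of the screen, 14 of them on the list of ciliated cell markers. At an adjusted p under 0.05 from limma, 246 genes were higher, 13 of them without a symbol. Outside the 11 genes of Fig. 1, 13 genes were lower, and Fras1, an extracellular matrix protein of epithelial basement membranes chosen after its values were seen, had the largest fall among them, -0.83 (log2, standard error 0.09, adjusted p = 0.00458). All 270 genes showed no overlap between groups, which chance gives for 10% of genes and which held for 14.2% of all genes. The 270 genes were called on these same arrays, so their lack of overlap was all but fixed by the test and adds no support. Xist had a difference of -4.48 (log2, standard error 1.38, adjusted p = 0.368) between the conditions, with 1 of the control lungs and all Rbpjk CNULL lungs low.

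The 6 arrays can be split 3 against 3 in 10 ways, 1 of which is the real one, and so few splits cannot give a share under 0.05. Each other split puts lungs of both conditions in both groups. A difference between the conditions is then diluted and widens the spread within the groups, so fewer calls in the other splits add no support. The real split called 270 genes with limma, and the highest of the others called 0 (307 to 4836 genes at an unadjusted p under 0.05, against 1810 for the real split). At the thresholds of the screen the real split gave 11 genes lower and 77 higher, and the highest of the others gave 4 in a direction. The split with 4836 genes sets control replicates 1 and 3 and Rbpjk CNULL replicate 1 apart from the other arrays, which points to a structure of the arrays that does not follow genotype. The same 3 arrays have the higher lower quartiles.

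Ciliated cell markers were higher in Rbpjk CNULL lungs, with a median log2 fold change of 0.87. The highest other split gave 0.37, but the other splits mix the conditions and so dilute any difference between them, and this smaller median adds no support. A lower share of CCs, which would raise the markers of every other cell type alike, and more proximal airway in the dissected lungs, which would raise cartilage, smooth muscle and basal cell markers, are argued against by the upper quartiles of 12 other cell types, 0.22 at most, and of the 3 proximal lists, -0.0404 at most, below the lower quartile of ciliated markers, 0.42. A difference in sex cannot be told apart from genotype, because 1 control lung alone has a low Xist level, although in that lung the median deviation of the markers was -0.34, near the other controls (-0.50 and -0.40) and apart from Rbpjk CNULL lungs (0.36 to 0.45). With Xist as a covariate the median was 0.74 and single-gene calls ended as the median standard error of the markers went from 0.10 to 0.15, while the list kept its call in every alternative in which lists were tested (highest adjusted p 0.0112). A gain of ciliated cells, or of their transcripts per cell, through loss of Notch signaling in the epithelium may underlie the rise and stays open beside sex.

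The 11 genes of Fig. 1 were lower in Rbpjk CNULL lungs. Less airway epithelium in the dissected lungs would lower ciliated cell markers too, and their lower quartile was 0.42. Loss of Notch signaling may itself raise these markers and hide such a fall, so they cannot exclude this explanation. Pan-epithelial genes had a median of 0.02, cartilage markers -0.14, smooth muscle markers -0.12 and basal cell markers -0.12. Sex cannot be told apart from genotype here either, although the control lung with low Xist had a median deviation of 0.81 for the 11 genes, near the other controls (0.78 and 0.76) and apart from Rbpjk CNULL lungs (-0.70 to -0.91). With Xist as a covariate the fall nearest 0 was -0.94, against -1.13 without it. Single-gene calls ended as the median standard error went from 0.16 to 0.25. The list kept its call in every alternative in which lists were tested (highest adjusted p 0.0077, from camera with an estimated correlation). The study chose these genes for their falls on these arrays, so that call was all but fixed in advance and adds no support. From these arrays alone, the loss of CCs that the paper describes remains open beside sex and less airway epithelium, and may account for the falls. The paper has further evidence that was not on the arrays. Its qRT-PCR found the 11 genes lower, and its ISH of sections found them lower too. For several of them it reports that the signal was abolished within the airway epithelium, which less epithelium in the dissected lungs would not by itself give.

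Among the ciliated cell markers, 10 genes that regulate ciliogenesis had a median log2 fold change of 0.22, with 1 higher (Foxj1) over all genes and 5 higher and 1 lower when adjusted over the list alone, and the 28 others a median of 0.99, with 26 higher over all genes and 27 over the list alone. Without Rbpjk CNULL replicate 1 the median of the regulators was 0.26, with an upper quartile of 0.42, below the lower quartile of the others, 0.85, which argues against that array alone holding the regulators down. The grouping was made after the values were seen, so these values are no evidence that the groups differ, and that difference was not tested. Regulators may act before the stage measured, but no other stage was on these arrays and this explanation was not tested.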

How the results depend on the processing

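Tests with Xist, with the lower quartile of each array, and without both arrays numbered 1 were chosen after seeing the data. For single named genes under alternatives set before the data were examined, 1288 values kept direction and side of the threshold, 53 fell below it, 11 passed it and 6 that never passed changed sign. For list medians these counts were 411, 44, 15 and 31, and 5 that passed reversed. All 270 called genes kept their sign under every alternative that measured them. The 11 genes of Fig. 1 were lower under each, and the ciliated median ran from 0.74 to 0.93. The methods' t-test called 8 genes (8 higher, 0 lower, 734 higher and 1035 lower at an unadjusted p under 0.05), with 0 of the 11 genes (11 unadjusted) and 2 ciliated markers. With the Xist covariate limma called 0 genes (0 higher and 0 lower, 1418 at an unadjusted p under 0.05), 0 of the 11 genes (11 unadjusted, largest adjusted p 0.331, against 0.00349 to 0.265 under the other alternatives) and 0 ciliated markers (29 unadjusted). The screen then gave 44 genes higher and camera 7 lists, and medians reversed for pan-epithelial genes (-0.00654), alveolar type 2 (-0.0348), alveolar type 1 (-0.068), erythroid (0.151) and immediate early genes (-0.00752). Xist and genotype overlap in this design and standard errors grew. With the lower quartile as a covariate 325 genes were called, 62 of them lower, 80.9% were higher against 91.1%, and other CC markers had a median of -0.108 (adjusted p = 0.228). Median centring, quantile and cyclic loess scaling called 303, 326 and 345 genes, 91.1% to 92.8% higher. At an unadjusted p under 0.05 the balance turned, from 755 higher and 1055 lower to 875 and 873, 1045 and 682, and 1157 and 540. Array weights called 49 genes lower, with alveolar type 1 at -0.00504 and erythroid at 0.0681. A 1.5-fold threshold gave 24 lower and 262 higher genes in the screen. Above the median of gene means, fewer genes are measured. There 7 of the 11 genes were measured and 7 were called, the screen gave 7 lower, camera called 5 lists, other CC markers had -0.0964 (adjusted p = 0.197) and innate defence genes 0.0629. Camera with an estimated correlation and fry each called 4 lists against 11, and the median of other CC markers, -0.17, then had adjusted p = 0.759 and 0.411, in a range of 1.89e-05 to 0.759 over all alternatives. Camera was not run for the methods' t-test and robust eBayes. The paper and labels do not say whether replicate numbers pair the arrays, and the residuals do not settle it. Their correlations were 0.491, 0.308 and -0.0872 for the same number, and 0.412 between control replicate 2 and Rbpjk CNULL replicate 3. The replicate block called 304 genes, 273 higher and 31 lower, with 27 ciliated markers and 10 lists. Its screen gave 14 lower and 80 higher. With the block the median standard error of the 11 genes went from 0.16 to 0.11. Limma then gave 2839 genes at an unadjusted p under 0.05, against 1810. Leaving out each array gave 139 to 236 called genes, 128 to 213 higher and 11 to 36 lower, and 11 to 18 lower in the screen, with 9 to 11 of the 11 genes called. Calls were 139 without Rbpjk CNULL replicate 2 and 148 without replicate 3, and the screen gave 18 lower without control replicate 2. Lower calls were 11 without Rbpjk CNULL replicates 2 and 3 in turn and 13 without control replicate 3. The neuroendocrine median ran from -0.137 to -0.0467 and passed without Rbpjk CNULL replicate 1 and without control replicate 2, erythroid from -0.0718 to 0.0505 and alveolar type 1 from -0.016 to 0.044. Without both arrays numbered 1, 179 genes were called, 160 of them higher, and erythroid had 0.118. Without Scgb1a1 and Scgb3a2 the broad and restricted genes differed by 0.0451, but this takes large falls from the broad group alone, so a smaller difference was fixed by the choice. Apart from the causes named, the cause was not tested. Background limits how large a fold an array can show, and its level is not known for single genes.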

Differences from the paper's values

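No value that the paper states for the arrays differs from those computed here. Of the values printed in Fig. 1, all 11 fold changes, all 11 p and all 11 q match when the methods' t-test is used.

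The paper states that Sox2 is reduced throughout the airway epithelium of Rbpjk CNULL mice at E18.5, from earlier work. On the arrays of whole lung, Sox2 had a log2 fold change of 0.27 (standard error 0.11, adjusted p = 0.521 from limma), which did not pass. The direction was opposite to that statement (unadjusted p = 0.035 from limma), and the groups overlapped. The statement is about airway epithelium, so whole lung is an unlike measure here too. The paper also states from earlier work that these lungs have supernumerary ciliated and neuroendocrine cells. That statement is about cells, while the arrays measured transcripts of whole lung, so the measures are unlike. A gain of few cells may not show in whole lung. Of 32 measured neuroendocrine markers, 0 rose and 0 fell with limma (0 higher and 2 lower at an unadjusted p under 0.05, 0 by the methods' t-test after adjustment), and their median log2 fold change was -0.08 (camera adjusted p = 0.14). The median passed, also below 0, without control replicate 2 (-0.132, adjusted p = 0.045) and without Rbpjk CNULL replicate 1 (-0.137, 0.0341). Ciliated cell markers had the direction that the paper states, with Foxj1 higher by 0.78 (standard error 0.13, adjusted p = 0.0333) and 27 of 38 markers higher. Foxj1 was higher under all 19 alternatives, by 0.57 to 0.88, and was called in 11 of them. Its call ended with the methods' t-test (adjusted p = 0.296), without control replicate 2 (0.83, 0.0528), without Rbpjk CNULL replicates 1, 2 and 3 in turn (0.76, 0.81 and 0.78, adjusted p = 0.108, 0.133 and 0.157), and, in alternatives chosen after seeing the data, without both arrays numbered 1 (0.61, 0.051) and with the lower quartile of each array (0.73, 0.0583) or the Xist level (0.57, 0.626) as a covariate. The markers called higher were 18 to 26 when single arrays were left out, 2 by the methods' t-test and 0 with the Xist covariate.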

Other observations

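The genes that rose most in Rbpjk CNULL lungs include components of motile cilia. Dnah12, an axonemal dynein heavy chain, was 2.73-fold higher (log2 fold change 1.45, standard error 0.13, adjusted p = 0.00315). Lrrc6, a factor for the assembly of dynein arms, was 2.50-fold higher, Spef2, a protein of the central apparatus, 2.45-fold, and Cfap52, a microtubule inner protein, 2.44-fold. Among the ciliated cell markers the largest rises were 2.37-fold for Spata18 and 2.36-fold for Rsph4a, a radial spoke head protein. Npffr2, a neuropeptide receptor, had a 2.92-fold higher value (adjusted p = 0.00458), from low values of 4.24, 4.13 and 4.77 in the control lungs. Kcnrg was 2.77-fold higher, Zfp474 2.51-fold, Fam216b 2.47-fold, 1700028P14Rik 2.46-fold and 1700007K13Rik 2.43-fold, all with an adjusted p of at most 0.0053 from limma. Under other settings the call held in 15 of 18 for Npffr2 and 18 of 19 for Cfap52 and Rsph4a. It held in 17 of 19 for Kcnrg, Dnah12, Zfp474, 1700007K13Rik and Spata18. For Lrrc6, Fam216b, 1700028P14Rik and Spef2 it held in 16 of 18. The direction was always the same. Of 10 regulators of ciliogenesis, grouped after the values were seen, Foxj1 passed over all genes, and in 11 of 19 alternatives. When adjusted over the list of ciliated cell markers alone, 5 were higher and 1 lower. Besides Foxj1 these were Myb (0.39, adjusted p over all genes 0.109), Rfx3 (0.37, 0.107), Rfx2 (0.23, 0.287) and Trp73 (0.22, 0.506), and the lower one was Gmnc (-0.33, 0.379). Deup1 (0.36, 0.682), Ccno (0.05, 0.944), Cdc20b (-0.07, 0.96) and Mcidas (-0.20, 0.664) passed neither.

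Of 30 measured genes of xenobiotic metabolism, 1 rose (Cyp2s1) and 1 fell (Gsta3), both also on the list of CC markers, with 3 higher and 1 lower when adjusted over the list alone. The median was -0.03, the mean 0.03 and the direction by camera up (adjusted p = 0.179, and 0.0412 without Rbpjk CNULL replicate 3, with a median of -0.0155). Of 20 innate defence genes, 0 passed limma over all genes (6 lower at an unadjusted p under 0.05, 0 by the methods' t-test after adjustment) and 4 were lower when adjusted over the list alone, among them Bpifb1 at -0.48 and the peptidoglycan recognition protein Pglyrp1 at -0.37 (adjusted p over all genes 0.187 and 0.251). The median was -0.15 (camera adjusted p = 0.049, and adjusted p = 0.759 with an estimated correlation). The call ended without control replicate 1 (-0.122, adjusted p = 0.388), control replicate 3 (-0.117, 0.0867), Rbpjk CNULL replicate 2 (-0.115, 0.119) or Rbpjk CNULL replicate 3 (-0.0863, 0.372), with limma's trend (adjusted p = 0.0611), the replicate block (0.0838), the filters at the 25th percentile (-0.149, 0.108) and the median of gene means (0.0629, 0.453), fry (0.54), without both arrays numbered 1 (-0.144, 0.0581), and with the Xist level (-0.225, 0.0505) or the lower quartile of each array (-0.0339, 0.732) as a covariate. Among other settings, it held with median centring and with quantile and cyclic loess scaling, where the median was -0.133, -0.0511 and -0.0553. Without control replicate 2 it was stronger (-0.224, camera adjusted p = 0.00301).

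Members of the Notch pathway in whole lung did not pass limma. Of 21 receptors, ligands and cofactors and of 15 target genes, 0 rose or fell (1 higher and 2 lower, and 0, at an unadjusted p under 0.05, and 0 by the methods' t-test after adjustment), with medians of -0.04 in both lists (camera adjusted p = 0.538 and 0.723). The target genes Hes5 and Notch3 each had a log2 fold change of -0.19 (adjusted p = 0.628 and 0.674) and the glycosyltransferase Rfng one of -0.21 (adjusted p = 0.46). Shh, whose locus drives the cre, had 0.06 (adjusted p = 0.883).

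Other epithelial lists moved less than the ciliated one. Of 18 alveolar type 1 markers, 1 rose, Sec14l3 (0.64, adjusted p = 0.0226, called in 10 of 19 alternatives), with a median of 0.02 (camera adjusted p = 0.0192, and adjusted p = 0.759 with an estimated correlation). The call ended without control replicate 2 (-0.016, adjusted p = 0.177) and without Rbpjk CNULL replicate 1 (0.00235, 0.0594), with array weights (-0.00504, 0.0639), quantile scaling (0.0281, 0.337), cyclic loess (0.00793, 0.473), the filters at the 25th percentile and the median of gene means (0.0762 and 0.197), fry (0.557) and the Xist covariate (-0.068, 0.487), and the median was 0.044, 0.042 and 0.0352 without control replicates 1 and 3 and Rbpjk CNULL replicate 3. Of 21 alveolar type 2 markers, 0 passed limma (2 higher at an unadjusted p under 0.05, 0 by the methods' t-test), with Lamp3 at 0.28 and Fabp5 at 0.37 and a median of 0.11 (camera adjusted p = 0.00022, and adjusted p = 0.759 with an estimated correlation). This call ended without Rbpjk CNULL replicate 1 (0.00586, adjusted p = 0.107), without both arrays numbered 1 (0.00269, 0.0742), with array weights (0.00429, 0.0564), quantile scaling (0.0719, 0.0506), fry (0.615) and the Xist covariate (-0.0348, 0.431), and the median was 0.0242 without control replicate 2 and 0.193 without control replicate 3. Of 15 basal cell markers, 0 passed (1 higher and 1 lower at an unadjusted p under 0.05, 0 by the methods' t-test), with Itgb4 at 0.31, Aqp4 at -0.32 and Trp63 at -0.04, and a median of -0.12 (camera adjusted p = 0.353). Of 21 pan-epithelial genes, 0 passed over all genes (3 higher and 3 lower unadjusted, 0 by the methods' t-test) and 1 when adjusted over the list alone, the transcription factor Ehf (-0.50), and the median was 0.02 and the mean -0.01 (camera adjusted p = 0.282). Their median passed with array weights (0.01, adjusted p = 0.0426), without Rbpjk CNULL replicate 1 (0.0278, 0.0459) and, below 0, with the Xist covariate (-0.00654, 0.0435). In the neuroendocrine list the smallest p were those of Rab3c (-0.37, adjusted p = 0.0995) and Uchl1 (-0.28, adjusted p = 0.438).

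In the lists that follow no member passed limma over all genes, and none passed the methods' t-test after adjustment. Cell cycle genes had a median of -0.27 (3 of 18 lower at an unadjusted p under 0.05, camera adjusted p = 0.0017, and adjusted p = 0.759 with an estimated correlation), with Mcm3 at -0.29 and Birc5 at -0.36. Their median deviation from the mean of 6 arrays was -0.56 in Rbpjk CNULL replicate 1 and between 0.03 and 0.34 in the other arrays. The call ended without that array (median -0.0691, adjusted p = 0.554), without control replicate 2 (-0.181, 0.314), without both arrays numbered 1 (-0.128, 0.127), with array weights (-0.129, 0.386), fry (0.555) and the Xist covariate (-0.148, 0.968). Cartilage markers had a median of -0.14 (2 of 19 lower unadjusted, camera adjusted p = 0.0055, and adjusted p = 0.759 with an estimated correlation), with Col11a1 at -0.29 and Matn1 at -0.38. Their call ended without control replicate 1 (-0.09, adjusted p = 0.118), without Rbpjk CNULL replicate 2 (-0.0948, 0.0905), above the median of gene means (-0.105, 0.181), with fry (0.411) and with the Xist level (-0.16, 0.431) or the lower quartile of each array (-0.0463, 0.307) as a covariate, and without Rbpjk CNULL replicate 1 the median was -0.216. Smooth muscle markers had -0.12 (2 of 12 lower unadjusted, camera adjusted p = 0.0618), with Cnn1 at -0.42 and Myocd at -0.23. They passed camera in 8 alternatives, which were limma's trend (adjusted p = 0.0482), quantile scaling (-0.124, 0.0168), cyclic loess (-0.116, 0.0172), the filter at the 25th percentile (0.0389), without control replicate 3 (-0.153, 0.0366), without Rbpjk CNULL replicates 2 (-0.182, 0.00091) and 3 (-0.159, 0.0412), and the lower quartile of each array as a covariate (-0.205, 0.00032). The median lay between -0.182 and -0.0375 when single arrays were left out. Immediate early and heat shock genes had 0.03 (1 of 16 higher unadjusted, camera adjusted p = 0.0467, and adjusted p = 0.759 with an estimated correlation), with Hsph1 at 0.40 and Egr3 at -0.18. The call ended without control replicates 2 and 3 in turn (0.0131 and 0.0259, adjusted p = 0.169 and 0.133) and without Rbpjk CNULL replicates 2 and 3 in turn (0.0422 and 0.024, 0.0896 and 0.166), with median centring (0.053, 0.0509), quantile scaling (0.0568, 0.0695), the filters at the 25th percentile (0.125) and the median of gene means (0.0497, 0.197), fry (0.557), and with the Xist level (-0.00752, 0.0505) or the lower quartile of each array (0.0596, 0.141) as a covariate, and the median was 0.059 and 0.0579 without control replicate 1 and Rbpjk CNULL replicate 1. Housekeeping genes had -0.01 (1 of 9 higher unadjusted, camera adjusted p = 0.303), with Actb at -0.01, Hprt at 0.24 and Gusb at -0.17. Sex chromosome genes had 2.79 (3 of 5 higher and 1 lower, both unadjusted and when adjusted over the list alone, camera adjusted p = 0.166), and 4.02 without control replicate 3 (0.0366).

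The remaining lists, of other cells and of glucocorticoid response, gave medians between -0.13 and 0.03, none with a camera adjusted p under 0.05 in the fit to all arrays without a covariate or weights. Under the alternatives, skeletal muscle markers passed without Rbpjk CNULL replicate 2 (-0.133, adjusted p = 0.0421) and neuron and glia markers without control replicate 2 (-0.221, 0.0336). Erythroid markers passed, with medians above 0, with array weights (0.0681, 0.0412), without Rbpjk CNULL replicate 1 (0.0505, 0.0459), without both arrays numbered 1 (0.118, 0.00553) and with the Xist covariate (0.151, 0.0233). Fibroblast markers had -0.03 (adjusted p = 0.979), endothelial 0.03 (0.303), macrophage and leukocyte -0.05 (0.723), erythroid -0.01 (0.259), mesothelial -0.06 (0.723) and neuron and glia markers -0.11 (0.259). Heart muscle markers had -0.07 (0.303), skeletal muscle -0.13 (0.14), squamous and oesophageal -0.08 (0.738), thymus and thyroid -0.10 (0.303, 1 of 9 lower at an unadjusted p under 0.05) and glucocorticoid response genes -0.02 (0.488). Liver markers had -0.11 (0.486), with 1 lower when adjusted over the list alone, the transferrin gene Trf at -0.62, and that 1 of 10 also at an unadjusted p under 0.05. No member of the other lists here passed at an unadjusted p under 0.05. For fibroblast, erythroid, heart muscle, glucocorticoid and housekeeping lists the direction by camera was up although the median lay below 0. Camera tests a list against the other genes, and the median log2 fold change of all genes was -0.05.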
